A study of Mus musculus with 21 samples. Its data were reported in "Endurance training promotes chromatin closure and timely repression of the post-exercise immediate early stress response" (2025).

How the data were processed

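Chromatin accessibility was measured by ATAC-seq in nuclei sorted from mouse quadriceps muscle with an antibody against PCM1, a protein of the nuclear envelope region that marks the nuclei of muscle fibres. Per the labels, 21 samples fell into 7 groups of 3, namely sedentary mice and untrained or trained mice taken 0, 6 or 72 h after a bout of exhaustive treadmill running. Trained mice had access to running wheels for 12 weeks before the bout. Nothing in the labels says that the samples of a group came from separate animals, so the p-values measure only the spread between these samples, which may be technical.

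The authors trimmed reads with Trimmomatic 0.39, mapped them to GRCm39 with Bowtie2 2.4.4 and SAMtools 1.15, and called accessible regions with Genrich 0.6.1. They compared each exercised group with the sedentary group in DiffBind 3.4.11, in which the authors used DESeq2, and linked regions to genes with ChIPseeker 1.30.3. The deposited tables list, for each of 6 contrasts, the regions under a false discovery rate (FDR) of 0.05. The authors gave the mean signal of each group as a DiffBind concentration, the log2 of the mean normalised read count per region. The change in each region is a log2 fold change that the authors' fit had shrunk towards 0, and each region has a p-value and an FDR in the deposited tables. The deposited change was coded as sedentary over exercised, so its sign was turned here and a negative value is a loss of accessibility after exercise. The sign of the turned value matched the difference between the group concentrations in 100% of the regions of every table with calls. The contrast of untrained muscle at 72 h held no region.

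The tables used here hold group means and no values per sample, so the depth of each sample is unknown from them and no spread between replicates can be given. The number of regions the authors tested was recovered from the p-values and FDR of the called regions and came to 63953 in each of the 5 contrasts with calls. Regions that did not reach the threshold are not in these tables, so a region that was not called may have changed by less than the test could detect. The intervals given for shares are 95% Wilson intervals and cover counting error only.

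Genes were named from GENCODE M39 on GRCm39, as the protein-coding gene with the nearest transcription start site, and a promoter was a region within 1 kb of such a site. This departs from the gene names in the authors' tables, because the gene positions printed there lay on another genome build than the regions. Of 19072 transcripts in the tables, 3.64% lay within 1 kb of their GRCm39 position. Counts of genes per contrast are given with the gene names of the deposited tables, and the other gene results with GENCODE. This naming and the promoter definition that follows from it were chosen after the data were examined, when the positions were found to differ, and the planned names and classes are given as alternatives. All coordinates are those of GRCm39, counted from 1.

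Named genes were chosen by a rule fixed before the data were examined. For each contrast it takes the 8 lost and the 8 gained regions with the lowest FDR, with 1 region per gene and without predicted gene models. It adds up to 4 members with the lowest FDR from each gene list, and the 10 genes on the list of genes the study displayed, some as accessibility tracks and some as expression. The study chose those 10 genes on these samples, so they are not independent evidence, and some are also on other lists. The gene lists, motifs, tests and alternatives were also fixed before the data were examined, except where a choice is said to have been made later. There were 19 gene lists, of which 5 held markers of other cell types: endothelial and smooth muscle, fibro-adipogenic and fibroblast, immune, satellite cell, and glial and tenocyte. The others held immediate early genes, the heat shock and unfolded protein response, oxidative metabolism regulators, oxidative phosphorylation subunits, lipid metabolism, glucose metabolism and insulin signalling, angiogenesis and hypoxia, sarcomere and calcium handling, myofibre growth and atrophy, the neuromuscular junction and synapse, the circadian clock, chromatin and transcription regulators, housekeeping genes and the displayed genes.

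For each list, the share of gained regions among its called regions was compared with 10000 random lists of genes matched on the number of called regions per gene. The test was a two-sided permutation test with Benjamini-Hochberg adjustment over all lists and contrasts. The share of lost regions called in trained muscle alone was tested in the same way at 0 and at 6 h. A count adjusted over the list alone cannot be given, since the tables used here hold the called regions and not the other regions of a list. Promoter shares were compared with two-sided Fisher exact tests. Overlaps between contrasts were counted on identical regions and set beside the number expected from independent lists. They were also set beside a simulation of unchanged groups that share the sedentary samples. It held noise alone and made far fewer calls than the data, so it cannot bound the effect of shared samples on these overlaps. Genes with opposite directions in untrained and trained muscle were compared with 1000 permutations of direction over the called regions of each contrast.

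The tables hold no test of trained against untrained muscle. For regions called in both states, the difference between the group concentrations was therefore tested with the error that each contrast's p-value implies, as a two-sided Wald test with Benjamini-Hochberg adjustment. It treats the contrasts as independent although they share the sedentary samples, which makes it conservative. This test was added after the data were examined. Motifs were 21 consensus sequences, searched on both strands in 200 bp around the centre of each region. Their presence was modelled by logistic regression on direction with GC content and region width, with Wald tests adjusted over motifs and contrasts, and each motif was reversed without complementing it as a control. The Sp and Klf site reads the same when reversed, so it was left out when motifs and controls were counted. A motif was tested where both directions held at least 5 hits, and a contrast where at least 30 regions were gained.

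The steps below were tested on simulated data, the promoter tests were not. The number of tested regions was recovered as 60000 of 60000. Random lists without an effect gave p under 0.05 in 5.25% of simulations, against 100% when the gained share was raised. Opposite directions without an effect gave p under 0.05 in 3% of simulations, and a simulated motif odds ratio of 3 was recovered as 3.00. The test of trained against untrained muscle without an effect gave p under 0.05 in 0.287% of simulated regions that share the sedentary mean. In that simulation every region was truly lost in both states, so it does not cover opposite calls. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

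The alternatives were FDR thresholds of 0.01 and 0.001, a change of at least 1.5 times, the upper part of the signal range, autosomes alone, the difference of group concentrations as the measure, other links between regions and genes, random lists without matching, whole regions for motifs and motif models without covariates. The RNA-seq arm of the study was not analysed here.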

Results

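The series mapped accessible chromatin in muscle fibre nuclei from mouse quadriceps at rest and after a single exhaustive run. Its 21 samples make 7 groups of 3: sedentary mice, untrained mice and mice trained for 12 weeks on running wheels, the last 2 kinds taken 0, 6 or 72 h after the run. Each exercised group was compared with the sedentary group, over 63953 regions in the 5 contrasts with calls. No group held trained mice at rest, so a contrast of trained muscle takes in training and the run together. The depth of each sample is unknown from the tables used here, which give group means. Regions carry the name of the nearest protein-coding gene, and some lie far off, at -145057 bp from the start site for Hif1a and -170356 bp for Hdac2. A value given for a gene is that of a single region, and the gene may hold other regions with the opposite sign. The log2 fold changes of single regions and their FDR are the authors' own, and their medians were computed here from the authors' deposited table.

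The contrast of untrained muscle at 0 h asks how a single run changes chromatin in muscle without a training history, and loss was far more frequent than gain. Accessibility fell at 17868 regions and rose at 3276, so that 84.5% of the called regions were losses. In the authors' deposited table the median log2 fold change was -0.76 over lost and 0.81 over gained regions. Among the most certain gains were those at Atxn7, a subunit of the SAGA coactivator complex, and near Csnk1d, a casein kinase of the circadian clock. The authors' deposited table gives log2 fold changes of 3.53 (FDR 3.6e-38) and 2.72 (FDR 2.8e-32) for them. The insulin receptor substrate Irs2 rose by 2.24 and the AP-1 subunit Fosl2 by 2.08, both over their 3′ UTR, in the authors' deposited table. The most certain losses included the corepressor Runx1t1 (-2.42), the histone deacetylase Hdac9 (-1.82), and the muscle proteins Klhl31 (-2.06) and, at its promoter, the liver and muscle phosphofructokinase regulator Pfkfb1 (-1.92), all from the authors' deposited table.

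Several fixed lists were richer in gain than random lists in untrained muscle at 0 h. Immediate early genes, transcription factors and regulators switched on within minutes of a stimulus, held 49 gained regions among 100 called ones (49.0%, against a median of 14.9% in random lists; adjusted p = 0.00696, permutation test). In this list 20 genes had a gained and 18 a lost region, with 11 having both. At the Nr4a2 promoter, an orphan nuclear receptor, the authors' deposited table lists a rise of 1.87, and near Klf4 one of 1.64, beside a fall of -1.24 at a distal region of Myc. The heat shock and unfolded protein response list had 14 gained regions among 20 (70%; adjusted p = 0.0058, permutation test, the unadjusted p of 0.0002 being the smallest that 10000 lists can give). Its chaperones Hsph1, Dnaja1, Hspa8 and Hspd1 rose by 2.17, 1.90, 1.51 and 1.07 in the authors' deposited table. Genes of myofibre growth and atrophy held 68 gained regions among 167 (40.7%, random median 15.3%; adjusted p = 0.0087, permutation test). They included Fbxo32, the muscle atrophy ubiquitin ligase atrogin-1, at 1.77, while the TGF-beta mediator Smad2 had a region at -1.79 in the authors' deposited table. Apart from the displayed genes, no other list passed in this contrast. Displayed genes also sit on these lists, Fos and Klf5 among immediate early genes and Smad3, with 9 gained regions, in growth and atrophy. The study had also singled out immediate early genes in these data, so the lists are not independent of it. These list results rest on gene names from GENCODE, and with the gene names of the deposited tables none of the lists passed.

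Ppargc1a, the coactivator that drives mitochondrial biogenesis, opened over most of its length. In untrained muscle at 0 h it had 22 gained and 8 lost regions, and in trained muscle 23 gained and 6 lost ones. Most of the gained regions tiled the gene body on chromosome 5 from its promoter to its 3′ end, the others lying outside it. Their summed width was 100547 bp in untrained and 108356 bp in trained muscle, and 12 of them in untrained and 13 in trained muscle were at least 2 kb wide. The median log2 fold change over gained Ppargc1a regions in the authors' deposited table was 1.44 in untrained and 2.64 in trained muscle. In a region over the 3′ end of Ppargc1a (51603688 to 51612113) the rise was 0.63 in untrained and 3.36 in trained muscle in the authors' deposited table. The gene ends at 51611592, so most of that region lies past it. Of all regions called in both states this Ppargc1a region gave the clearest difference between them (adjusted p = 1.01e-17, Wald test of the difference). Near the transcription start (51701308 to 51726328) the authors' deposited table gives 1.85 for untrained and 1.26 for trained Ppargc1a. A distal region 480828 bp downstream of the Ppargc1a start (51230016 to 51230436) lost accessibility in both states, by -2.02 and -2.42 in the authors' deposited table.

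**Figure D1:**
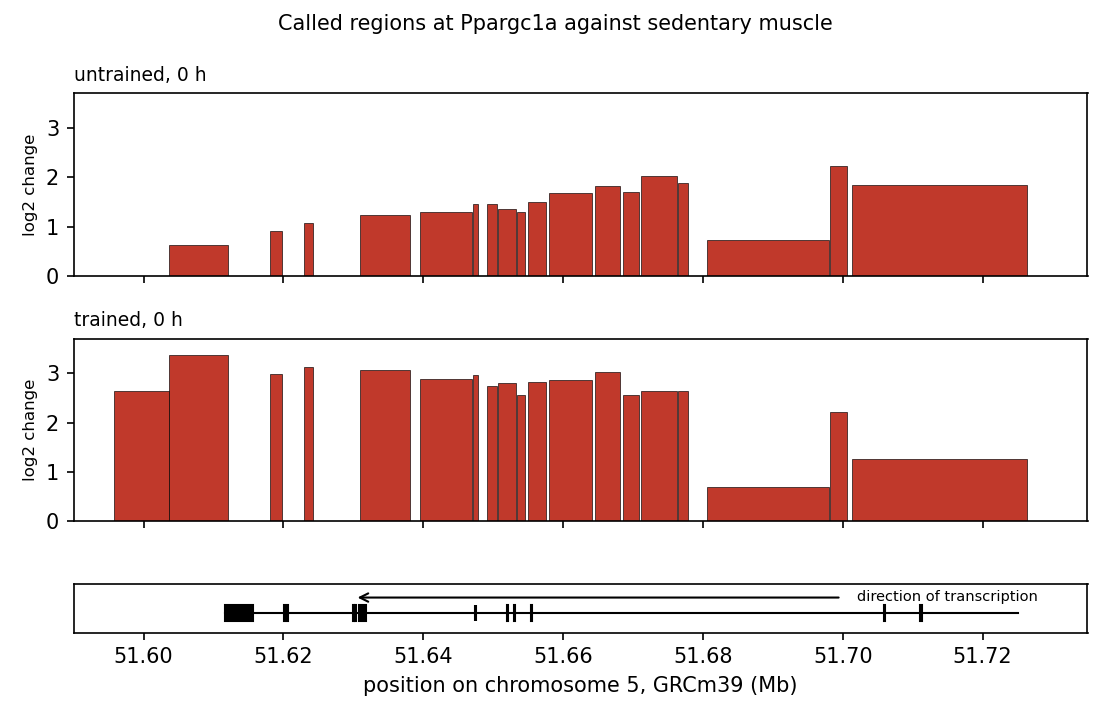
Log2 fold change against sedentary muscle of each called region at Ppargc1a on chromosome 5 (GRCm39, Mb), at 0 h in untrained and trained muscle, with the exons below. Bars span the width of each region, and over the 3′ end of the gene and past it the change is 0.63 in untrained and 3.36 in trained muscle.

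Trained muscle at 0 h was set against the same sedentary mice, so training and the run cannot be told apart. Loss was called at more regions still, 46.3% of those tested. Fewer reads inside regions in the trained samples could also give more and deeper losses, which called regions alone cannot tell. Accessibility fell at 29616 regions and rose at 4462, with median log2 fold changes of -0.78 and 0.87 in the authors' deposited table. Beside Ppargc1a, the most certain gains in the authors' deposited table included Ankrd33b (2.82), the transcriptional repressor Bach2 (2.76) and Esrrg (2.68), an oestrogen-related receptor of oxidative metabolism. Mstn, which encodes the growth inhibitor myostatin, rose by 2.58 and Hif1a, the oxygen-sensing transcription factor, by 2.41 in the authors' deposited table. The insulin signalling adaptor Grb10 rose by 2.36, the oxygen sensor Egln3 by 2.32 and hexokinase Hk2, over a region overlapping its 3′ UTR, by 2.05 in the authors' deposited table. Losses included a region of 32092 bp over the 3′ part of Pfkfb3 (-2.80, FDR 2.3e-18), an activator of glycolysis, the histone deacetylase gene Hdac2 (-2.49) and the transcription factor Nfib (-2.18) in the authors' deposited table. Promoters of the fast myosins Myh2 (-1.83) and Myh1 (-1.67) and an intron of the calcium release channel Ryr1 (-2.19) also closed in the authors' deposited table.

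Immediate early genes again gained more than random lists in trained muscle at 0 h, with 61 gained regions among 152 (40.1%, random median 13.8%; adjusted p = 0.0058, permutation test, the unadjusted p of 0.0002 being the smallest that 10000 lists can give). The called regions of Klf6 were 10 gained and 1 lost, the most certain one with a log2 fold change of 2.02 in the authors' deposited table. Myc had 11 gained and 20 lost regions, Fosl2 had 1 gained and 9 lost, and all 7 regions of Fos were lost. Heat shock genes held 4 gained regions among 25 (16%; adjusted p = 0.931, permutation test), with Hsph1 at 1.59 and the heat shock factor Hsf1 at -0.95 in the authors' deposited table. Genes of glucose metabolism and insulin signalling had 60 gained regions among 206 (29.1%, random median 14.1%), which did not pass (adjusted p = 0.0522, permutation test). The myofibre growth and atrophy list missed as well, with 61 of 222 regions gained (27.5%; adjusted p = 0.0609, permutation test). The 10 displayed genes, chosen by the study on these samples, had 61.4% of their called regions gained in untrained and 50.5% in trained muscle (adjusted p = 0.0058 and 0.00696, permutation tests). Ppargc1a alone held 22 of 43 and 23 of 48 of these gained regions, and without it the shares were 52.5% and 37.9% (unadjusted p = 0.0036 and 0.0168, permutation tests), so the result in trained muscle leans on this gene. With the gene names of the deposited tables neither the displayed genes nor the immediate early genes passed in trained muscle.

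**Figure D2:**
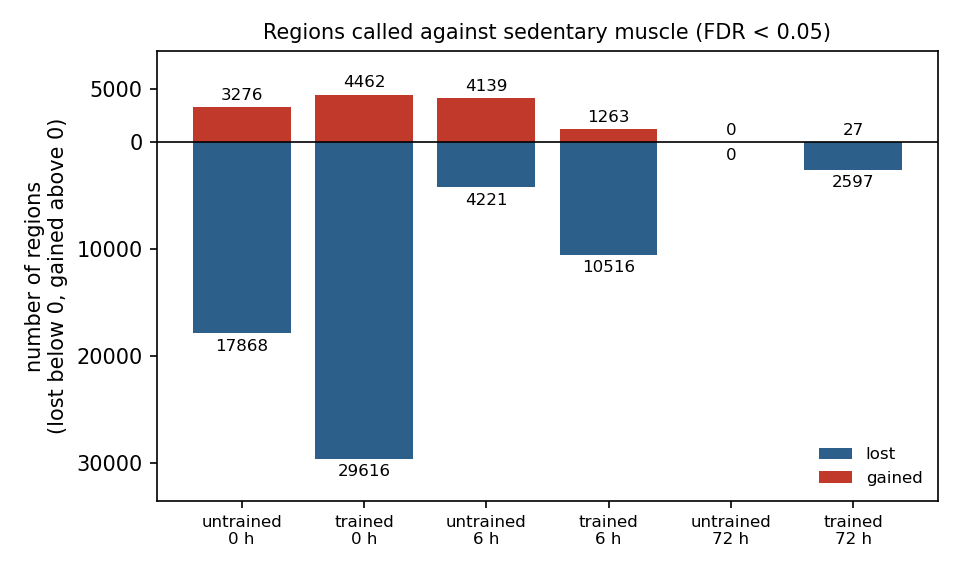
Number of regions that gained (above 0) or lost (below 0) accessibility against sedentary muscle at an FDR under 0.05, by training state and hours after exercise. Losses peak at 29616 in trained muscle at 0 h, and no region is listed for untrained muscle at 72 h.

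Comparing the states at 0 h sets the run alone beside training and the run together. The run went to exhaustion, and the paper reports better performance of trained mice in such tests. The length of the run may thus differ between the states along with training. Most regions that closed in untrained muscle also closed in trained muscle, 15137 of 17868 (84.7%, interval 84.2 to 85.2%). Independent lists would share 8274, and unchanged groups with shared controls shared 79 in the simulation. The simulation holds noise alone and calls far fewer regions than the data, so it does not show how far shared samples raise this overlap. Trained muscle had a further 14479 lost regions that were not called in untrained muscle. Of the regions gained in untrained muscle, 2077 (63.4%) were gained in trained muscle. Where both states closed, the median change was deeper in trained muscle by -0.12 on the log2 scale (-0.90 against -0.77 in the authors' deposited table), and 69.8% of those regions fell further. Shared gains were larger in trained muscle by a median of 0.16, in 66.1% of regions. These are shifts over many regions, since of all regions called in both states 15 with the same direction passed the Wald test of the difference. Their losses went either way, deeper in trained muscle at Pfkfb3 and Abtb3 and weaker at Trpm1, Fggy and Mib1. These calls were adjusted together with the regions of opposite direction. With adjustment over the 15137 shared losses alone, 1 passed as weaker and 0 as deeper in trained muscle.

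Promoters made up much of the closing called in trained muscle alone. Of 14479 such regions, 4826 lay at promoters (33.3%), against 10.1% of those lost in both states (odds ratio 4.45) and 4.50% of those lost in untrained muscle alone. The Fisher exact test gave an adjusted p at the smallest value written (2e-300). The odds ratio was 2.56 with GC content and width in the model, and with the annotation of the deposited table the shares were 12.7% and 9.39%. Across all losses at 0 h, 9.25% of regions in untrained and 21.5% in trained muscle lay at promoters. Gained regions lay at promoters less often than lost ones in untrained (odds ratio 0.587, adjusted p = 4.77e-12, Fisher exact test) and in trained muscle (odds ratio 0.126, adjusted p = 2.7e-244, Fisher exact test). Promoters of 10 of 30 housekeeping genes, such as B2m, Rplp0 and Rps18, were among the losses of trained muscle at 0 h, against 2 in untrained muscle. At 6 h the odds ratios were 0.743 in untrained (adjusted p = 0.00857, Fisher exact test) and 0.368 in trained muscle (adjusted p = 4.6e-09, Fisher exact test). At 72 h none of the 27 gained regions lay at a promoter (adjusted p = 0.398, Fisher exact test). With the annotation classes of the deposited table, the difference between gain and loss passed in trained muscle at 0 h alone.

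**Figure D3:**
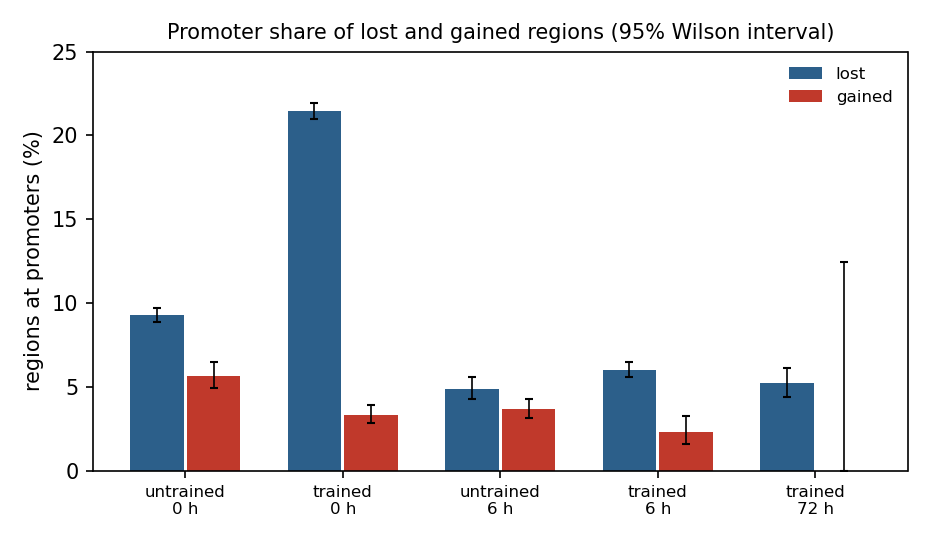
Share of lost and gained regions within 1 kb of a protein-coding transcription start site (%), by group, with 95% Wilson intervals. Losses of trained muscle at 0 h reach 21.5%, and for the 27 gained regions of trained muscle at 72 h the interval is wide.

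Among fixed lists at 0 h, genes of angiogenesis and hypoxia had few losses called in trained muscle alone. Of the 132 regions that this list lost in either state, 29 (22.0%) were called in trained muscle alone, against a median of 39.4% in random lists (adjusted p = 0.044, permutation test). Angpt1, a ligand that stabilises vessels, and the guidance receptor Nrp1 closed in both states, with -1.98 and -1.94 in untrained and -2.36 and -1.74 in trained muscle in the authors' deposited table. The list lost 103 regions in untrained and 100 in trained muscle, so losses called in untrained muscle alone also lower the share, and sharing itself was not tested. None of the other lists passed at 0 h, the nearest being lipid metabolism, glucose metabolism and the neuromuscular junction, each with an adjusted p of 0.104 (permutation tests). The call for angiogenesis and hypoxia was lost at an FDR under 0.01.

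Many genes held gain in untrained and loss in trained muscle at 0 h, but at separate regions. Such genes numbered 1537, 78.5% of the 1959 genes with gain in untrained muscle. When directions were shuffled over the called regions of each contrast, the median share was 95.7%, above the observed one. The permutation test gave p = 0.002, the smallest that 1000 permutations can give. Shuffling also undoes the grouping of gained regions within genes and the direction that most regions kept in both states. The lower share is thus no sign that genes avoid opposite change. With regions within 10 kb of a start site alone the share was 45.1%, also below its shuffled value. In 34 of these genes the same region turned. The reverse, loss in untrained and gain in trained muscle, held for 24.4% of genes against 35.7% after shuffling (p = 0.002, permutation test), and for 6.91% with regions within 10 kb alone. Of 17265 regions called in both states, 51 had opposite directions. These were 37 with gain in untrained and loss in trained muscle and 14 the other way, and few were left at an FDR under 0.01. The Trp63 promoter, a p53 family member, rose by 0.95 in untrained and stood at -1.21 in trained muscle in the authors' deposited table (adjusted p of the difference = 8.69e-09, Wald test). Over the 3′ UTR of Unc45b, a myosin chaperone, the authors' deposited table lists 1.40 and -0.53. Trp63 and Unc45b were singled out after their values were seen, and opposite calls favour a large difference by selection.

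**Figure D4:**
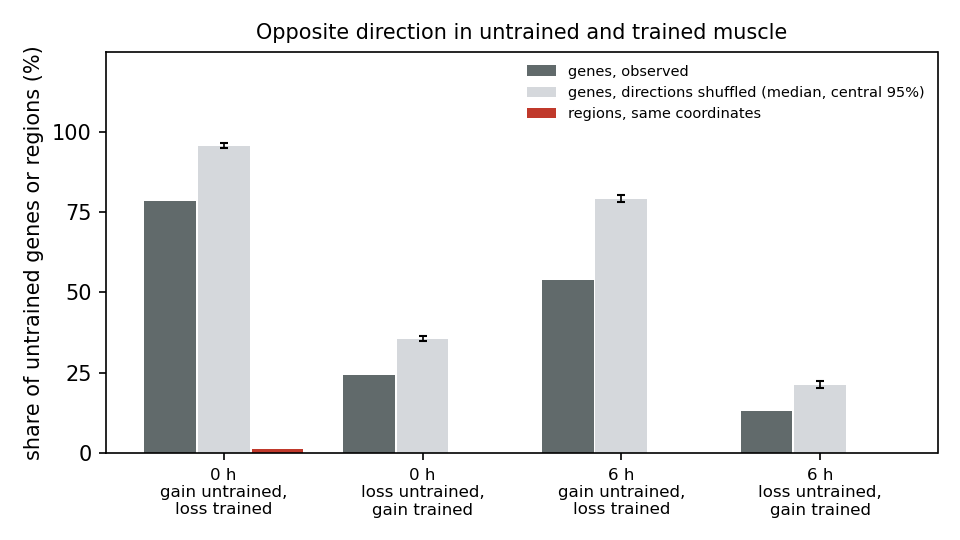
Share (%) of genes, and of identical regions, with one direction in untrained and the other in trained muscle, beside the median and central 95% of 1000 shuffles of direction. At 0 h 78.5% of genes with untrained gain also held trained loss, against 95.7% after shuffling.

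Untrained muscle at 6 h asks what remains or appears during recovery, and gain was about as frequent as loss. Accessibility rose at 4139 regions and fell at 4221, with median log2 fold changes of 0.87 and -0.61 in the authors' deposited table. Among the most certain gains were regions near Olfml3, a secreted matrix protein, at 4.03, near Gatb at 3.47 and distal to Myc at 3.05 in the authors' deposited table. The stress factor Atf3 gained at its promoter (2.69), the muscle methyltransferase Smyd1 in an intron (2.60) and the fibronectin receptor subunit Itga5 upstream (2.62) in the authors' deposited table. Promoters of the Z-disc proteins Csrp3 and Myoz2 both opened, each by 2.13, and that of the strain-responsive Ankrd1 by 1.61 in the authors' deposited table. Losses included Wwp1 (-1.89), the phosphodiesterase Pde4d (-1.81) and the clock repressor Nr1d1 (-1.65) in the authors' deposited table. Of the gained regions, 2999 (72.5%) had not been gained at 0 h. By gene, with the gene names of the deposited table, 1525 of 2749 had no gain at 0 h.

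No list passed in untrained muscle at 6 h. Immediate early genes had 41 gained regions among 55 (74.5%, random median 45.6%; adjusted p = 0.0884, permutation test). Heat shock genes had 11 of 13 gained (84.6%; adjusted p = 0.255, permutation test), with Atf4 at 1.43 and Hsph1 at 1.87 in the authors' deposited table.

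Trained muscle at 6 h was dominated by loss, with 10516 lost and 1263 gained regions. The gains in the authors' deposited table included Map3k7, the kinase TAK1, at 2.33, Lnx2 and Ttc32, each at 1.97, and Itga5 at 1.87. Losses included Pde4d (-1.85), the promoter of the muscle protein Smpx (-1.48), Nr1d1 (-1.46) and a region upstream of Pvalb, the fast-fibre calcium buffer parvalbumin (-1.32), in the authors' deposited table. Genes of glucose metabolism and insulin signalling had 19 gained regions among 77 (24.7%, random median 9.5%), which did not pass (adjusted p = 0.0677, permutation test). Titin (Ttn) alone held 40 lost regions, against 11 in untrained muscle at 6 h.

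At 6 h the states shared closing but differed in the size of opening. Of 4221 regions lost in untrained muscle, 3587 (85.0%) were lost in trained muscle, and these were 34.1% of the trained losses. Independent lists would share 694, and unchanged groups with shared controls shared 20 in the simulation, which made far fewer calls. Nearly all trained gains, 1191 of 1263 (94.3%), were also untrained gains, against 81.7 and 21, but these were 28.8% of the untrained gains. Over these 1191 regions the median log2 fold change was 1.54 in untrained and 0.75 in trained muscle in the authors' deposited table, and 87 regions (7.30%) were higher in trained muscle. Csrp3 stood at 2.13 and 1.16 and Myc at 3.05 and 1.70 in the authors' deposited table. No single region passed the test of the difference at 6 h (smallest adjusted p = 0.345, Wald test), and none had opposite directions. Gain in untrained and loss in trained muscle met in 53.9% of untrained gained genes, against 79.1% after shuffling (p = 0.002, permutation test), and in 23.8% with regions within 10 kb alone and 31.4% at an FDR under 0.01. The reverse met in 13.2% of genes against 21.3% (p = 0.002, permutation test), in 1.92% with regions within 10 kb alone and in 8.82% at an FDR under 0.01.

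Genes of the sarcomere and calcium handling closed in trained muscle beyond the shared losses at 6 h. Of 126 regions that the list lost in either state, 105 (83.3%) were called in trained muscle alone, against a random median of 61.7% (adjusted p = 0.015, permutation test). The light chain Myl1 closed at its promoter by -0.99 in the authors' deposited table. Promoters were 6.58% of the losses called in trained muscle alone and 4.91% of the shared ones at 6 h (odds ratio 1.37, adjusted p = 0.000618, Fisher exact test). The sarcomere call was lost at an FDR under 0.01.

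At 72 h no region was listed for untrained muscle, and a count at an unadjusted p cannot be given because the tables hold called regions alone. In trained muscle 2597 regions were lost and 27 gained. Without trained mice at rest, a lasting change from the run cannot be told apart from a standing effect of training. Lost regions in the authors' deposited table included Dlk1 (-1.16), a regulator of progenitor cells, Vstm2l (-1.07), the AP-1 subunits Fos (-0.74) and Jun (-0.65), the Myh2 promoter (-0.78) and Tfam (-0.65), the mitochondrial transcription factor. Among the gains in the authors' deposited table was a region near Htr2a (1.06), a serotonin receptor gene. None of the lists passed at 72 h, the smallest adjusted p being 0.607 (permutation tests). This number of calls depended on the threshold, with 267 losses at an FDR under 0.01 and 4 under 0.001.

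Over time, a larger share of loss was called again in trained muscle and of gain in untrained muscle, which was not tested. These shares grow with the number of regions called at 6 h. That number was 4221 in untrained and 10516 in trained muscle for loss, and 4139 and 1263 for gain. As multiples of independent lists, given below, loss ran higher in untrained and gain in trained muscle. Of the regions lost at 0 h, 16.5% were lost at 6 h in untrained and 28.0% in trained muscle. These were 2943 and 8291 regions, against 1179 and 4870 for independent lists and 24 and 61 in the simulation of unchanged groups with shared controls. By gene the shares of loss were closer, at 34.1% and 42.7%. The shares for gain were 34.8% and 21.2%, as 1140 and 947 regions against 212 and 88.1 for independent lists and 25 and 51 in the simulation. Of the 2597 regions lost at 72 h in trained muscle, 2171 (83.6%) had been lost at 0 or 6 h in the same state, 1246 at both hours, and 332 were lost only at 72 h. In untrained muscle 66.7% of them had been lost at 0 or 6 h, so much of this set is not particular to the trained state. Independent lists would share 1203 regions between 0 and 72 h and 427 between 6 and 72 h in trained muscle. Observed were 1851 and 1566, and the simulation gave 12 and 11. With far fewer calls than the data, the simulation does not show how far shared samples raise these overlaps. Regions lost in all 5 contrasts with calls numbered 472. Some regions changed direction between 0 and 6 h, 309 in untrained and 138 in trained muscle. An effect called in one group and not in another is not thereby shown to differ. Loss kept in trained muscle may also stem from training before the run, which these groups cannot separate.

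By gene, with the gene names of the deposited table, loss touched 7260 genes in untrained and 10453 in trained muscle at 0 h, 2715 and 5111 at 6 h, and 1853 in trained muscle at 72 h. Gain touched 2034 and 2709 genes at 0 h, 2749 and 1045 at 6 h, and 27 in trained muscle at 72 h. At 0 h the states shared 63.2% of the genes with loss in either state and 48.6% of those with gain in either. These counts rest on gene positions of another build than the regions, and the gene identifier from GENCODE matched that of the table in 25.2% of regions.

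The remaining lists did not differ from random lists at 0 h in their share of gain, their adjusted p lying between 0.0884 and 1 (permutation tests). In untrained and trained muscle, gained regions numbered 53 of 144 and 52 of 188 for oxidative metabolism regulators, 6 of 31 and 12 of 60 for oxidative phosphorylation subunits, 8 of 87 and 18 of 108 for lipid metabolism, and 16 of 119 and 27 of 127 for angiogenesis and hypoxia. They were 21 of 183 and 28 of 270 for the sarcomere and calcium handling, 12 of 49 and 18 of 61 for the neuromuscular junction and synapse, 21 of 95 (and a gained share of 20% in trained muscle) for the circadian clock, 32 of 154 and 25 of 254 for chromatin and transcription regulators, and 8 of 33 and 4 of 42 for housekeeping genes. Glucose metabolism and insulin signalling had 42 of 164 in untrained muscle.

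Markers of other cell types were called too, although nuclei had been sorted for muscle fibres. Endothelial and smooth muscle markers had 5 gained of 34 called regions in untrained and 7 of 43 in trained muscle, fibro-adipogenic and fibroblast markers 3 of 26 and 6 of 47, immune cell markers 2 of 9 and 2 of 16, satellite cell markers 4 of 15 and 4 of 29, and glial and tenocyte markers 1 of 10 and 4 of 23. The adjusted p of each of these lists was at least 0.769 (permutation tests). In untrained muscle an intron of Pecam1, an endothelial adhesion protein, stood at -1.19 and the promoter of Dcn, a fibroblast proteoglycan, at -1.18 in the authors' deposited table. The Dcn promoter was not called in trained muscle at 0 h.

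Motifs set gained apart from lost regions, and the AP-1 site bound by Fos and Jun proteins did so in all 4 contrasts tested. It lay in 26.4% of gained and 3.6% of lost regions in untrained muscle at 0 h (odds ratio 10.2) and in 36.5% and 2.6% in trained muscle (odds ratio 20.5). At 6 h its odds ratio was 56.1 in untrained and 30.5 in trained muscle. The cAMP response element of Atf and Creb factors was more frequent in gained than in lost regions at 0 h. Its odds ratio was 54.8 in untrained and 6.52 in trained muscle. The glucocorticoid response element was more frequent in gained than in lost regions in all 4 contrasts tested. Its odds ratios were 6.49, 5.22, 7.51 and 14.2 for untrained and trained muscle at 0 h and then at 6 h. The E-box listed for Bhlhe and clock factors (CACGTG) was more frequent in gained regions at 0 h (2.25 untrained, 2.11 trained). At 6 h it was more frequent in lost ones (0.60 and 0.56). Unchanged regions were not in these models, so an odds ratio cannot tell enrichment in gains from scarcity in losses, or the reverse. Lost regions were richer in Ctcf sites in trained muscle at 0 h (odds ratio 0.017) and in untrained muscle at 6 h (0.19). In untrained muscle at 0 h and trained muscle at 6 h Ctcf was not tested, as a direction held under 5 hits. Sites for oestrogen-related receptors were more frequent in lost than in gained regions in untrained muscle at 0 h (0.44) and 6 h (0.26). Those for Foxo were so at 6 h (0.33). In trained muscle the receptor sites stood at 0.60 at 0 h and 0.59 at 6 h and Foxo at 0.45 at 6 h. These values of trained muscle did not pass. All motif results named before these passed at an adjusted p under 0.05 in the Wald tests. The largest was 0.0152, for the oestrogen-related receptor site in untrained muscle at 0 h. At an FDR under 0.01 that result, Ctcf in untrained muscle at 6 h and the clock E-box in trained muscle at 6 h no longer passed. Of 66 tests 35 passed, against 4 of 60 with reversed motifs, without the Sp and Klf site, which reads the same when reversed. Those 4 were all the reversed AP-1 site, with odds ratios of 1.55 and 2.01 at 0 h and 1.84 and 2.08 at 6 h in untrained and trained muscle, all smaller than those of the AP-1 site itself. The heat shock element did not pass in any contrast.

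**Figure D5:**
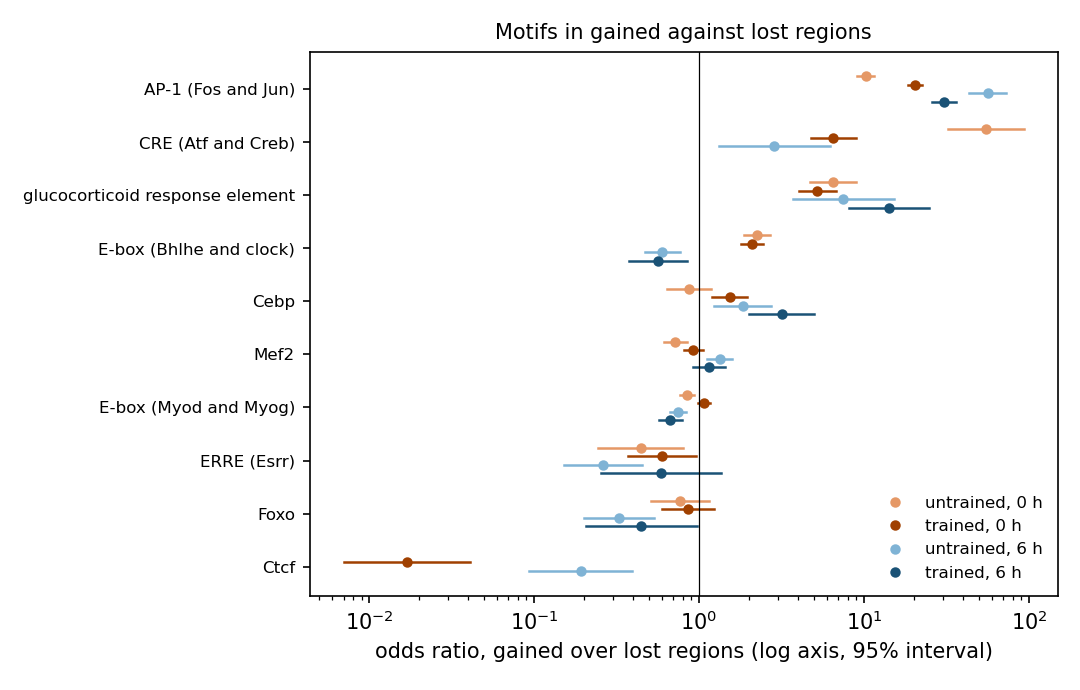
Odds ratios of 10 motifs in gained over lost regions (log axis) with 95% intervals, at 0 and 6 h in untrained and trained muscle, from models with GC content and width. AP-1 lies above 1 in all 4 contrasts, from 10.2 to 56.1.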

Values the study reported

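The study reported that 76% of the genes with gained accessibility in untrained muscle at 0 h lost accessibility in trained muscle, and that these were around 15% of the genes with loss in trained muscle. At 6 h it reported 51% for the same kind of overlap. The overlap of genes between the training states at 0 h was given as 63% for loss and 49% for gain, with no denominator named. About 55% of the gain in untrained muscle at 6 h was reported to have appeared at that time. The study called these regions, but the diagram it cited counts genes.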

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

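The shuffling and the split by region were planned before the data were examined, but how to read them was written after the result was seen, and the other tests of this pattern were chosen only then. Genes with gain in untrained and loss in trained muscle at 0 h made up 78.5% of untrained gained genes when named on GRCm39, which argues against gene naming on another build as the cause. The same regions did not close, since 1.13% of the regions gained in untrained muscle were lost in trained muscle and 2.21% of the genes held a region that turned. Shuffled directions gave a median share of 95.7%, above the observed one. Shuffling also undoes the grouping of gained regions within genes and the direction that most regions kept. It thus cannot tell whether several called regions per gene are enough to give the observed share. Single regions did differ, with 51 called in opposite directions and 56 passing the test of the difference, among them the Trp63 promoter. Of the 56, 41 were among those 51, so the counts are not separate support. At an FDR under 0.01 few of the opposite calls were left. Whether those regions alter transcription in trained muscle stays open.

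The tests of this pattern were written before their own results were seen, apart from the split by GC content. Promoters were frequent among regions lost in trained muscle alone at 0 h, with an odds ratio of 4.45 against regions lost in both states. GC content and width may together account for part of this, since the odds ratio was 2.56 with both in the model, and 2.31 when the sedentary signal was added. By the limit of 1.5 set beforehand neither was the whole cause, as the lower bounds were 2.38 and 2.14. Yet the odds ratio was 1.05 in the regions poorest in GC, then 1.68, 2.35 and 3.22, and 4.76 in the richest. The excess thus grew with GC content, and the part of GC content stays open. Of called regions in the top 10% of sedentary signal 99.7% were lost, which would be in line with fewer reads inside regions in the trained libraries, but the tables hold called regions alone and cannot tell.

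The test of the build was written after its result was seen, the test of non-coding genes before. Gene names in the deposited table differed from GRCm39, and 3.64% of its transcripts lay within 1 kb of their GRCm39 position, which suggests gene positions of another build. With non-coding genes in the gene set 12.7% of regions had the same gene identifier, against 25.2% with protein-coding genes alone. Gene positions of another build lower this match whatever the gene set, so the test cannot tell whether non-coding genes had a part. Counts of genes moved little, but lists of genes could name the wrong genes. Which build was used stays open.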

How the results depend on the processing

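No paired analysis was possible because the tables used here hold group means and no columns per sample, so the replicate block, leave-one-out and other sample splits were not run. No result that passed under both settings changed direction, although an odds ratio of promoters given below crossed 1 without passing. The number of calls and the overlaps moved with the threshold, while genes with opposite directions stayed below their shuffled share in every setting, with shares that differed. For gain in untrained and loss in trained muscle these were 45.1% at 0 h and 23.8% at 6 h within 10 kb, 66.5% and 31.4% at an FDR under 0.01, and 75.6% and 50.5% with the authors' gene names. The cause was not tested for results that moved, except that a stricter threshold or fewer regions lowers counts by construction. An overlap of 50% in place of identical regions gave the same values.

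At an FDR under 0.01, lost regions numbered 10711 and 18248 in untrained and trained muscle at 0 h, 1932 and 3880 at 6 h, and 267 in trained muscle at 72 h. Gained regions numbered 2083 in untrained muscle at 0 h, 651 in trained muscle at 6 h and 2 at 72 h. Under 0.001, losses were 5692 and 9425 at 0 h, 678 and 1155 at 6 h and 4 at 72 h, and gains 1163 and 1944, 2050 and 317, and 0. With a change of at least 1.5 times, 2422 regions were lost in untrained muscle at 6 h. In the upper part of the signal range, losses were 8799 and 16748 at 0 h, 1941 and 5783 at 6 h and 1338 at 72 h, and gains 1368 and 1386, 1446 and 182, and 2.

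Genes with a called region within 10 kb of the start site numbered 5054 in untrained muscle at 0 h, 2367 and 3169 at 6 h in untrained and trained muscle, and 820 in trained muscle at 72 h. With promoter regions only they were 1609 and 2947 at 0 h, 609 and 903 at 6 h and 178 at 72 h. At an FDR under 0.01 they were 2877 in trained muscle at 6 h and 241 at 72 h. The odds ratio of promoters in gained over lost regions with the authors' annotation class, an alternative added later, was 0.852 in untrained muscle at 0 h, 1.04 at 6 h and 0.859 in trained muscle at 6 h, and no longer passed. At an FDR under 0.01 it was 0.965 in untrained muscle at 6 h and did not pass.

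Shared loss between the states at 0 h was 79.3% at an FDR under 0.01 and 95.6% by gene, and shared gain 57.7% and 76.8%. At 6 h these were 73.3% and 91.6% for loss and 20.7% and 38.1% for gain. From 0 to 6 h in untrained muscle they were 10.8% and 34.1% for loss and 28.3% and 62.4% for gain, and in trained muscle 15.1% and 42.7% for loss and 15.7% and 33.7% for gain. Loss kept in trained muscle from 0 to 72 h was 0.970% and 15.97%, and from 6 to 72 h 3.81% and 30.9%. At an FDR under 0.01, regions with opposite directions at 0 h were 5 for gain in untrained muscle and 0 for loss.

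The median difference between trained and untrained log2 change, as a difference of group concentrations and then at an FDR under 0.01, was -0.106 and -0.0921 for loss at 0 h, -0.0657 and -0.0731 for loss at 6 h, and -0.61 and -0.83 for gain at 6 h. With genes as named by the authors, an alternative added later, 0 lists differed from random lists in their balance of gain and loss. Within 10 kb of a start site the displayed genes no longer passed at 0 h, with 30% gained in untrained and 16.7% in trained muscle, while glucose metabolism passed in trained muscle at 0 h at an FDR under 0.01 (adjusted p = 0.04, permutation test). At an FDR under 0.01, 0 lists differed in loss called in trained muscle alone. With whole regions 14 motifs passed in trained muscle at 0 h, and at an FDR under 0.01 3 passed in trained muscle at 6 h. Among single motifs 12 calls were lost and 14 were new over all settings. Lost ones were Egr, Mef2 and the oestrogen-related receptor site in untrained muscle at 0 h, Cebp in trained muscle at 0 h, Mef2 and Ctcf in untrained muscle at 6 h, and Tead and the clock E-box in trained muscle at 6 h.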

Other observations

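Opening along Ppargc1a had a gradient that differed between the training states at 0 h. Over the 18 regions overlapping the gene and gained in both states, of which the last lies mostly past the 3′ end, the rank correlation of the log2 change with distance from the transcription start was -0.74 in untrained and 0.83 in trained muscle. The difference between the states correlated with distance at 0.98. Training and a longer run of trained mice cannot be told apart in this gradient.

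The front of opening might lie further along induced genes in trained muscle. A test of this was written before its result was seen, over 20 other genes with at least 4 such regions. The median correlation was 0.2, with 14 genes above 0 and Dab2ip at 0, which the sign test leaves out (p = 0.0636, two-sided exact sign test), so the test cannot tell. Single genes ranged from 0.80 for Mbnl2 to -0.49 for Mical2, and Zbtb16, with 0.62, did not rise with distance in trained muscle (-0.10). Nascent transcript reads along Ppargc1a, Zbtb16 and other induced genes in samples taken during and soon after a run could separate a transcription front from a training effect on the gene's far end. A flat profile of nascent reads with a steep gradient in accessibility would count against it.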
